# Targeting GGT1 Eliminates the Tumor-Promoting Effect and Enhanced Immunosuppressive Function of Myeloid-Derived Suppressor Cells Caused by G-CSF

**DOI:** 10.3389/fphar.2022.873792

**Published:** 2022-04-25

**Authors:** Zhiqi Xie, Takahiro Kawasaki, Haoyang Zhou, Daisuke Okuzaki, Naoki Okada, Masashi Tachibana

**Keywords:** myeloid-derived suppressor cells, granulocyte colony-stimulating factor, GGT1, febrile neutropenia, GGsTop

## Abstract

Myeloid-derived suppressor cells (MDSCs) are major immunosuppressive cells that accumulate in tumor-bearing hosts. Since MDSCs suppress anti-tumor immunity and promote tumor progression, they are promising targets for cancer immunotherapy. Granulocyte colony-stimulating factor (G-CSF) is an agent used for the treatment of chemotherapy-induced febrile neutropenia (FN) in patients with cancer. However, several reports have revealed that G-CSF plays crucial immune-related adverse roles in tumor progression through MDSCs. In this study, we showed that MDSCs differentiated in the presence of G-CSF *in vitro* exhibited enhanced proliferation and immunosuppressive activity compared to those differentiated without G-CSF. RNA sequencing analysis demonstrated that G-CSF enhanced the immunosuppressive function of MDSCs by upregulating gamma-glutamyltransferase (GGT) 1. Moreover, in the EL4 lymphoma-bearing neutropenic mouse model, administration of recombinant G-CSF increased the number of MDSCs and attenuated the anti-cancer effect of chemotherapy. We showed that the combination of GGsTop, a GGT inhibitor, could prevent G-CSF-induced tumor growth, without affecting the promotion of myelopoiesis by G-CSF. These results suggest that targeting GGT1 can mitigate G-CSF-induced enhanced immunosuppressive functions of MDSCs and can eliminate the tumor-promoting effect of G-CSF. Furthermore, GGsTop could be an attractive combination agent during G-CSF treatment for FN in patients with cancer.

## Introduction

Myeloid-derived suppressor cells (MDSCs) are immature myeloid cells that accumulate in cancer patients as well as in mouse tumor models. MDSCs play important roles in the suppression of anti-tumor immunity, resulting in the exacerbation of cancer (Fleming et al., 2018; Ostrand-Rosenberg and Fenselau, 2018; Veglia et al., 2021). Phenotypically and morphologically, MDSCs are classified into two subpopulations, namely monocytic (M)-MDSCs with CD11b^+^Ly-6G^−^Ly-6C^hi^ phenotype and polymorphonuclear (PMN)-MDSCs with CD11b^+^Ly-6G^+^Ly-6C^int^ phenotype (Bronte et al., 2016). M-MDSCs reportedly suppress T cell proliferation via arginase 1 and inducible nitric oxide synthase (iNOS), and PMN-MDSCs show an inhibitory effect via arginase 1 and reactive oxygen species (ROS) (Bronte et al., 2016). However, the mechanisms underlying the immunosuppressive function of MDSCs remain largely unexplored.

Febrile neutropenia (FN) is a deadly complication associated with cancer chemotherapy, usually indicating infection and sepsis, and commonly occurs following the initial cycles of myelosuppressive therapy (Klastersky et al., 2016). Prevention of FN reduces lengthy hospitalization, morbidity, mortality, and risk of chemotherapy reductions and delays (Kuderer et al., 2006; Mehta et al., 2015; Lucas et al., 2018). Granulocyte colony-stimulating factor (G-CSF) is a principal cytokine promoting and mobilizing granulocytes. Recombinant human G-CSF as prophylaxis and therapy has been shown to significantly reduce FN incidence and mortality following chemotherapy (Klastersky et al., 2016; Lucas et al., 2018). However, several observations suggest that G-CSF promotes tumor growth, metastasis, and resistance to chemotherapy by increasing the number of circulating MDSCs (Kawano et al., 2015; Pilatova et al., 2018) and is associated with a poor clinical prognosis (Hollmén et al., 2016; Liu et al., 2020). Although G-CSF has become the main therapeutic agent in cancer therapy for the treatment of neutropenia and prevention of FN, it is necessary to evaluate its impact on tumor-bearing patients. Therefore, considering the possible side effects of G-CSF in promoting tumor progression through MDSCs, there is an urgent need to elucidate the direct mechanism underlying the effect of G-CSF on MDSCs.

## Materials and Methods

### Mice

Female C57BL/6J mice were purchased from Japan SLC (Shizuoka, Japan). All mice were bred and maintained under specific pathogen-free conditions and used for experiments at 6–8 weeks of age. All experimental procedures in this study were performed in accordance with the institutional guidelines for animal experiments at the Osaka University, Japan.

### Cell Line

The EL4 cell lines were purchased from the American Type Culture Collection (ATCC) and maintained in RPMI-1640 medium (FUJIFILM Wako, Osaka, Japan) supplemented with 10% fetal bovine serum (FBS; Gibco, CA, United States) and 1% Antibiotic-Antimycotic Mixed Stock Solution (100 ×) (Nacalai Tesque, Kyoto, Japan). Cells were cultured according to the ATCC guidelines and used within 1 month of thawing from an early passage (<3 passages of original vial) lots.

### MDSC Differentiation *in vitro*

The *in vitro* differentiation of bone marrow (BM) cells into MDSCs was performed as described previously (Xie et al., 2018). Briefly, BM cells from C57BL/6J mice were stimulated with 40 ng/ml recombinant Granulocyte-macrophage CSF (GM-CSF) (Peprotech, NJ, United States) for 4 days in the absence or presence of G-CSF (5 ng/ml, BioLegend, CA, United States) and/or GGsTop (50 mΜ, FUJIFILM Wako) to examine their effects on MDSCs.

### Flow Cytometry Analysis

Cells were pelleted and washed in phosphate-buffered saline (PBS) supplemented with 2% FBS (2% FBS/PBS). The cell suspension was first blocked with TruStain fcX (anti-mouse CD16/32) antibody (BioLegend) for 5 min, and then stained with the following antibodies (Abs) for 15 min at 4°C: APC anti-mouse CD11b, Pacific Blue anti-mouse Gr-1, PE anti-mouse F4/80, FITC anti-mouse CD11c, APC-Cy7 anti-mouse Ly-6C, FITC anti-mouse Ly-6G, Pacific Blue anti-mouse CD4, and FITC anti-mouse CD8α (BioLegend). Next, the cells were washed and resuspended in 2% FBS/PBS. Shortly before performing measurements, a 7-amino actinomycin D viability staining solution (BioLegend) was added to each sample to stain dead cells. Flow cytometry analysis was performed on a BD FACSCanto II flow cytometer (BD Biosciences), and results were analyzed using the FlowJo software (version10.7.0, BD Biosciences).

### *In vitro* Suppression Assay

CD4^+^ T cells or CD8^+^ T cells were isolated from the spleens of C57BL/6J mice using the MojoSort magnetic cell separation system as previously described (Xie et al., 2018) and then labeled with the proliferation dye eFluor 670 (eBioscience, Thermo Fisher Scientific, CA, United States). The eFluor 670-labeled CD4^+^ T cells or CD8^+^ T cells were incubated with *in vitro* differentiated MDSCs at different ratios in a 96-well plate cultured with anti-mouse CD3ɛ Ab/anti-mouse CD28 Ab (BioLegend). After 3 days of incubation at 37°C in 5% CO_2_, the proliferation of CD4^+^ and CD8^+^ T cells determined by the eFluor 670 fluorescence intensity was analyzed using flow cytometry.

### Quantitative Reverse Transcription Polymerase Chain Reaction

PMN-MDSCs (Ly-6G^+^Ly-6C^int^) and M-MDSCs (Ly-6G^−^Ly-6C^hi^) were purified from *in vitro*-differentiated MDSCs cultured with or without the addition of G-CSF by fluorescence-activated cell sorting (purity >95%; JSAN, Bay bioscience Co., Ltd., Kobe, Japan). Total RNA was extracted from the *in vitro* differentiated MDSCs or sorted MDSC subsets and used to synthesize cDNA using the QuantiTect reverse transcription kit (Qiagen, Hilden, Germany) following the manufacturer’s instructions. qRT-PCR was performed using SYBR Premix Ex Taq (Tli RNaseH Plus; TaKaRa, Kusatsu, Japan) on a CFX96 touch real-time PCR detection system (Bio-Rad). The specific primer sequences are listed in Supplementary Table S1. Glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*) was used as a reference gene, and relative expressions of other genes were calculated using the 2^−ΔΔCt^ method.

### RNA Sequencing Analysis

Total RNA was extracted from cells using the miRNeasy Mini kit (Qiagen) according to the manufacturer’s protocol. RNA libraries were prepared for sequencing using a TruSeq stranded mRNA sample prep kit (Illumina, CA, United States) according to the manufacturer’s instructions. Whole transcriptome sequencing was performed on RNA samples using the Illumina HiSeq 2500 platform in a 75 bp single-end mode. Volcano plot representation and pathway enrichment analysis of the differentially expressed genes were performed using BioJupies tools with adjusted *p* < 0.05 and fold change >2 (Torre et al., 2018). Raw data from this study have been submitted to Gene Expression Omnibus (GEO) under the accession number GSE183066.

### Gamma-Glutamyltransferase Activity Measurement

MDSCs (1 × 10^6^ cells) were homogenized in 200 µL of GGT assay buffer and centrifuged at 13,000 × *g* for 10 min following which the supernatant was collected. After reacting with the GGT substrate at 37°C for 40 min, fluorescence (365/460 nm) was measured using a microplate reader SpectraMax iD5 (Molecular Devices). GGT activity was calculated according to the protocol of the GGT Activity Colorimetric Assay Kit (BioVision, CA, United States).

### Glutamate Measurement

The *in vitro* MDSC culture medium was collected on day 4. Next, glutamate concentration was measured using Glutamate Assay Kit-WST (Dojindo, Kumamoto, Japan) according to the manufacturer’s protocol. Briefly, a glutamate standard or MDSC culture medium was added to a 96-well microplate; the working solution was then added to each well. After incubating the microplate at 37°C for 30 min, the absorbance was measured at 450 nm using SpectraMax iD5 (Molecular Devices). The glutamate concentration in each sample was calculated using a standard curve.

### ROS Level Measurement

Intracellular ROS was assayed using a ROS Assay Kit-Highly Sensitive DCFH-DA (Dojindo) according to the manufacturer’s protocol. Briefly, 2 × 10^5^ MDSCs were treated with 2′, 7′dichlorofluorescin diacetate (DCFH-DA) working solution and incubated for 30 min. Subsequently, the MDSCs were washed twice with Hanks’ Balanced Salt Solution, and ROS production was measured using a BD FACSCanto II flow cytometer (BD Biosciences).

### Cyclophosphamide -Induced Neutropenic Tumor Model

EL4 lymphoma cells (4 × 10^5^ cells/mouse) were injected subcutaneously into the lower right flank of C57BL/6J mice. Seven days after inoculation with EL4 cells, mice were intraperitoneally administered a single dose of CPA (100 mg/kg, FUJIFILM Wako) to create a neutropenic mouse model as described previously (Hattori et al., 1990). Starting from the same day, experimental mice received intraperitoneal injections of PBS, GGsTop (5 mg/kg, FUJIFILM Wako), and recombinant G-CSF (200 μg/kg, BioLegend) for six consecutive days. Before administration of the above reagent, mouse retro-orbital blood (approximately 75 μL) was collected for flow cytometry analysis and determining blood cell counts using a Sysmex XT-2000i automated hematology analyzer (Sysmex) daily. The tumor volume was calculated periodically up to day 15 using the following formula: Tumor Volume (cm^3^) = 0.5 × (Length × Width^2^).

### Statistical Analysis

Significant differences were assessed using Student’s *t*-test, or a one- or two-way analysis of variance (ANOVA) using GraphPad Prism 7.0 (GraphPad Software). Statistical significance was set at *p < 0.05*.

## Results

### G-CSF Regulates the Differentiation and Immunosuppressive Activity of MDSCs

Previous studies have reported that GM-CSF stimulates BM cells to differentiate into MDSCs (hereafter referred to as *in vitro* MDSCs). Freshly isolated BM cells were cultured for 4 days in a medium supplemented with or without G-CSF and GM-CSF to examine whether G-CSF affects the differentiation of *in vitro* MDSCs. G-CSF did not affect the percentage of MDSCs (CD11b^+^Gr-1^+^), dendritic cells (DCs; Gr-1^−^CD11c^+^), or macrophages (Gr-1^-^F4/80^+^) differentiated from BM cells, as shown in Figure 1A. The proportion of M-MDSCs with the CD11b^+^Ly-6G^−^Ly-6C^hi^ phenotype increased in the presence of G-CSF, whereas PMN-MDSCs with the CD11b^+^Ly-6G^+^Ly-6C^int^ phenotype decreased (Figure 1B). However, since whole BM cells largely increased with stimulation by G-CSF, there was no change in the number of PMN-MDSCs, and M-MDSCs substantially increased (Figure 1C). These results suggest that G-CSF promotes the proliferation of MDSCs, especially M-MDSCs.

**FIGURE 1:**
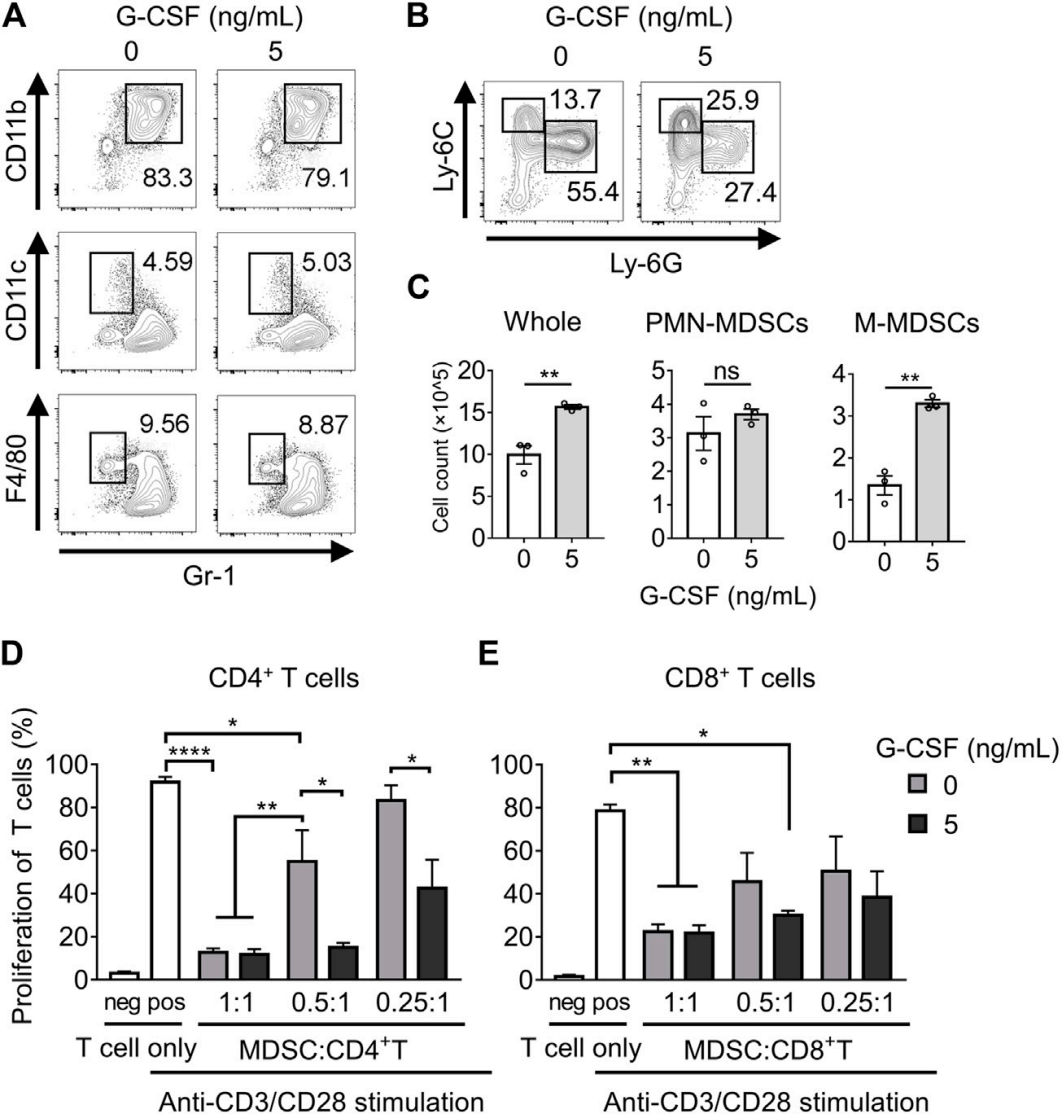
G-CSF regulates the differentiation and immunosuppressive activity of MDSCs. **(A)** Flow cytometry analysis of the percentage of MDSC (CD11b^+^Gr-1^+^), DC (Gr-1^−^CD11c^+^), and macrophage (Gr-1^-^F4/80^+^) populations after 4 days of culture in medium supplemented with GM-CSF (40 ng/ml) with or without G-CSF stimulation (5 ng/ml). **(B)** Flow cytometry analysis of the percentage of PMN-MDSCs (CD11b^+^Ly-6G^+^Ly-6C^int^) and M-MDSCs (CD11b^+^Ly-6G^−^Ly-6C^hi^) among CD11b^+^ cells. **(C)** Total numbers of *in vitro* MDSCs and their subset dyed with trypan blue are represented as means ± SEM (*n* = 3, Student’s *t*-test: **p < 0.01). **(D)** CD4^+^ or CD8^+^ T cells derived from WT mice were co-cultured with *in vitro* MDSCs under the stimulation of anti-CD3ɛ/CD28 antibodies. After three-day-culture, T cell proliferation in the absence or presence of MDSCs was examined by flow cytometry. Data are represented as means ± SEM (*n* = 5 pooled with two independent experiments, two-way ANOVA: *p < 0.05, **p < 0.01, and ****p < 0.0001).

Next, we investigated whether G-CSF affected the immunosuppressive activity of *in vitro* MDSCs. Suppression of CD4^+^ T cell proliferation was observed in *in vitro* MDSCs that were not treated with G-CSF, and the immunosuppressive activity was impaired with decreasing numbers of MDSCs. Moreover, the immunosuppressive activity of *in vitro* MDSCs was significantly enhanced by G-CSF treatment (Figure 1D). Similar results were obtained in the CD8^+^ T cell suppression assay (Figure 1E). These observations revealed that T cells, especially CD4^+^ T cells, were less proliferative when co-cultured with G-CSF-conditioned *in vitro* MDSCs, suggesting that G-CSF strongly enhanced the immunosuppressive activity of *in vitro* MDSCs.

### Identifying G-CSF-Induced MDSC Gene Expression Profile Using RNA-Seq

To explore the mechanism by which G-CSF enhances the immunosuppressive function of MDSCs, we first analyzed the expression of the main immunosuppressive molecules of MDSCs: arginase 1 and iNOS as well as ROS by qRT-PCR or flow cytometry analysis. We found that the mRNA levels of *Arg1* and *Nos2* were significantly upregulated by G-CSF and that ROS levels determined by DCFH-DA also increased (Figures 2A,B). Besides, G-CSF upregulated the expression of *Arg1* and *Nos2* in both PMN-MDSCs and M-MDSCs, indicating that the G-CSF-induced upregulation of those genes was because of the enhanced transcription of the genes but not because of the alteration of the population of MDSC subsets (Figures 2C,D).

**FIGURE 2:**
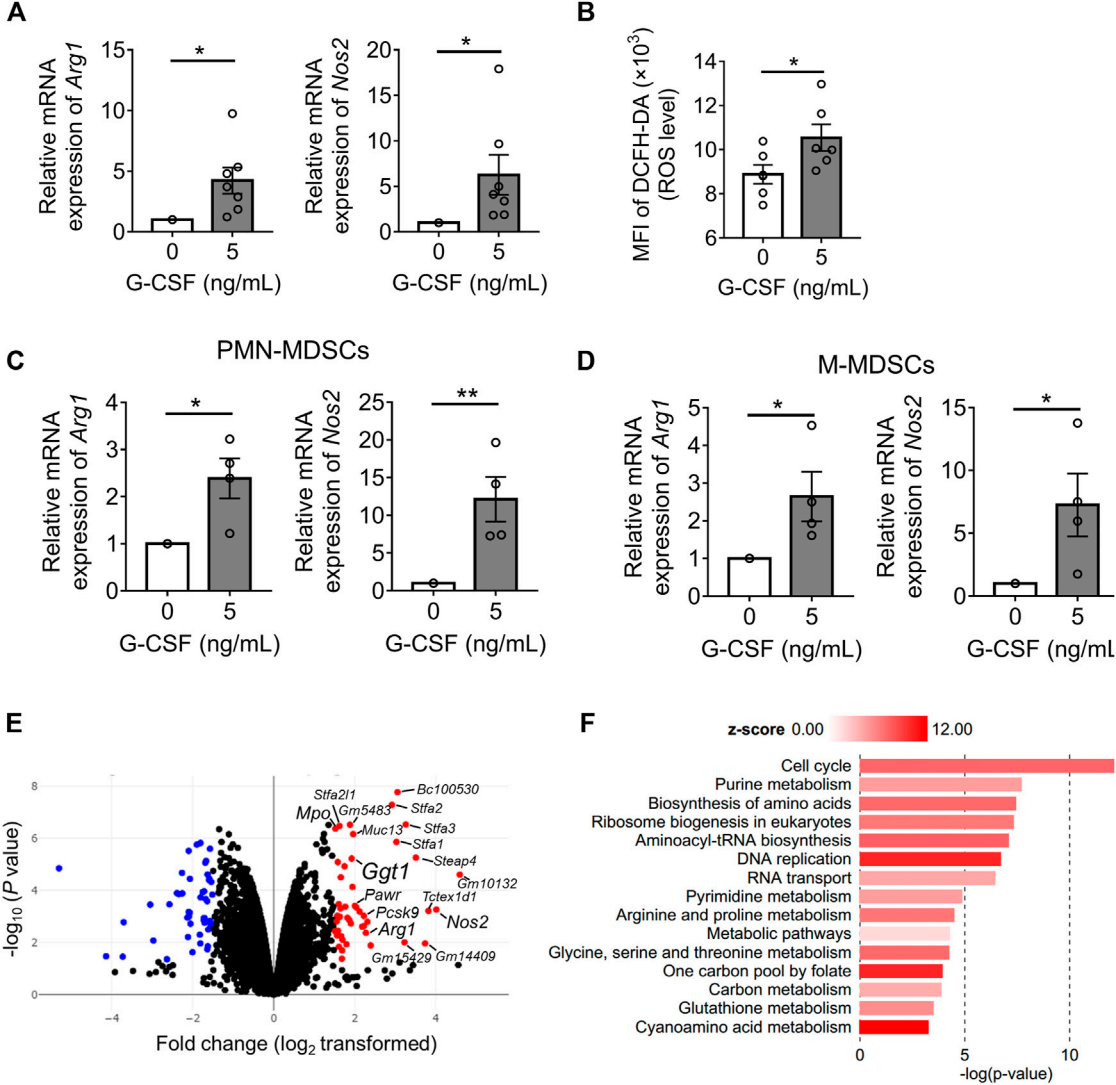
Identifying G-CSF-induced MDSC gene expression profile using by RNA sequencing. **(A)** The mRNA expression of *Arg1* and *Nos2* of *in vitro* MDSCs cultured with GM-CSF with or without the addition of G-CSF was measured by qRT-PCR. Data are represented as means ± SEM of three independent experiments and normalized to the expression of *Gapdh* housekeeping gene (*Arg1*: *n* = 7; *Nos2*: *n* = 7; Student’s *t*-test: *p < 0.05). **(B)** Intracellular ROS level was measured by flow cytometry analysis using DCFH-DA (means ± SEM, *n* = 4 pooled with two independent experiments, Student’s *t*-test: *p < 0.05). **(C,D)** The mRNA expressions of *Arg1* and *Nos2* in the sorted PMN-MDSCs and M-MDSCs were measured by qRT-PCR (means ± SEM, *n* = 4 pooled with two independent experiments, Student’s *t*-test: *p < 0.05, **p < 0.01). **(E)** Volcano plots showing differences in the mRNA expression profile of *in vitro* MDSCs (*n* = 2 biological replicates). **(F)** KEGG pathway enrichment analysis of significantly upregulated gene sets in MDSCs stimulated by G-CSF using BioJupies tools (*n* = 2 biological replicates).

Next, we performed an RNA-seq analysis, comparing the gene expression profiles of *in vitro* MDSCs differentiated with or without G-CSF. 

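*In vitro* MDSCs are immature myeloid cells obtained by culturing BM cells of C57BL/6J mice for 4 days with 40 ng/ml GM-CSF. Expression was compared between 2 cultures with 5 ng/ml G-CSF added (G-CSF) and 2 cultures without it (Control). The stranded mRNA libraries were read over 75 bases from a single end. For each library, the authors deposited a table with a value for each of 24346 genes. These values were taken as FPKM (fragments scaled to the length of the transcript and the number of mapped reads), because they were not whole numbers, summed to between 641609.7 and 670353.9 per library and depended on the length of the transcript. The paper's text names no unit, aligner, genome build or annotation for them. FPKM values already include the authors' division by library size and transcript length, so the number of reads had to be estimated. The lowest values rise in steps worth a single read, and 62.6% of 1462 such values lay within 0.05 reads of a whole number, against 10.0% by chance. From these steps, the Control libraries held about 13.4 and 14.2 M mapped reads (median 13.79 M), and the G-CSF libraries 12.45 and 15.6 M (median 14.04 M). Across the 10557 genes with at least 1 FPKM in every library, Pearson's r between replicates was 0.9954 in Control and 0.9953 with G-CSF, and between 0.9858 and 0.9885 for pairs of libraries from different conditions. These are correlations across genes, which are not independent replicates. Differences were tested on log2(FPKM + 0.1) with limma, and p-values were adjusted by the Benjamini-Hochberg method. The test covered the 12011 genes with at least 10 estimated reads in 2 libraries and 15 in all libraries together. The pseudocount of 0.1 FPKM draws the fold change of genes with low FPKM toward 0.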

There were 228 genes differentially expressed with fold change >2 and adjusted *p* < 0.05 when comparing both groups. 

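Of the genes tested, 169 had a fold change over 2 and an adjusted p under 0.05 between G-CSF and Control (limma with Benjamini-Hochberg adjustment). In all 169 genes, both G-CSF values lay on the same side of both Control values. The same separation was seen in 66.1% of all genes tested, and chance alone would give it in 33.3%. Libraries with the same replicate number deviated together from the means of their groups (r = 0.248 across genes), and a principal component with 23.1% of the variance separated the replicate numbers. With the replicate number as a block in the model, 189 genes passed the same thresholds, among them all 169. The block leaves fewer residual degrees of freedom, so its p-values rest largely on the variance that limma shares across genes. They come from the same libraries and are no separate evidence. When genes were tested against a fold change of 2 in place of no change, a setting chosen after the values were seen, 6 genes passed. With each library left out in turn, between 143 and 152 of the 169 genes kept a fold change over 2 in the same direction.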

Among these genes, 89 genes were expressed at higher levels in MDSCs differentiated in the presence of G-CSF than in those differentiated without G-CSF, and 139 genes showed lower expression. 

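In the FPKM values, 61 of the differentially expressed genes were higher and 108 were lower in G-CSF than in Control. With the replicate number as a block, 68 were higher and 121 lower. With the pseudocount of 0.1 FPKM, the 5 largest rises were those of *Stfa3*, *BC100530*, *Stfa1*, *Steap4* and *Stfa2*. The order depends on how low values are treated. With limma's voom on estimated reads or a pseudocount of 0.01 FPKM, both chosen after the values were seen, *Nos2* was at rank 1. *Stfa3* rose from 49.8 ± 9.29 FPKM (SD, n = 2) to 453 ± 43.3 FPKM (SD, n = 2), a log2 fold change of 3.19 (standard error 0.126, adjusted p = 0.000149 from limma, 2.63e-06 with the block). *BC100530* rose by 3.07 on the log2 scale (adjusted p = 7.41e-05, 8.13e-09 with the block), *Stfa1* by 3.01 (adjusted p = 0.000149, 8.13e-09 with the block) and *Stfa2* by 2.81 (adjusted p = 7.41e-05, 1.53e-07 with the block). These genes encode stefin A proteins, inhibitors of cysteine proteases, in a cluster on chromosome 16 of GRCm38 between 36156811 and 36455392. Some of their reads fit more than 1 gene of the cluster: 16.3% of the 75-base windows of *BC100530* transcripts, 9.2% of those of *Stfa1*, 5.8% of those of *Stfa2* and 0.0% of those of *Stfa3* also occur in another gene. *Steap4*, which encodes a metalloreductase, rose from 0.199 ± 0.0778 to 2.06 ± 0.392 FPKM (SD, n = 2 each), with a log2 fold change of 2.86 (standard error 0.272, adjusted p = 0.00328, 0.00041 with the block). The 5 largest falls were those of *Moap1*, *Cd200r2*, *Olfm4*, *2610528A11Rik* and *Col9a2*. *Moap1* stood at 1.33 and 0.935 FPKM in Control, was listed at 0 in G-CSF replicate 1 and stood at 0.281 FPKM in replicate 2. Its log2 fold change of -2.64 (standard error 0.605, adjusted p = 0.0261, 0.00574 with the block) is uncertain, because 82.4% of the windows of its transcripts are shared with other genes, mainly the overlapping *Gm20604*. *Olfm4*, which encodes a glycoprotein of neutrophil granules, fell from 47.0 ± 2.29 to 11.3 ± 2.10 FPKM (SD, n = 2 each), with a log2 fold change of -2.06 (standard error 0.121, adjusted p = 0.000767, 3.46e-06 with the block). The log2 fold changes of *Cd200r2* (-2.52), *2610528A11Rik* (-2.03) and *Col9a2* (-1.95) had adjusted p-values of 0.00376, 0.0177 and 0.00436, and of 0.000127, 0.00216 and 0.000645 with the block. The G-CSF libraries held 3 and 11 estimated reads of *2610528A11Rik*. With each library left out in turn, its log2 fold change ranged from -2.71 to -1.36, and that of *Moap1* from -3.61 to -1.68. The ranges were narrower for *Cd200r2* (-2.83 to -2.21), *Olfm4* (-2.25 to -1.87) and *Col9a2* (-2.04 to -1.86).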

Increased expression of *Arg1*, *Nos2*, and *Mpo*, which are the immunosuppressive molecules of MDSCs, was observed (Figure 2E), consistent with the above results. 

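*Arg1* lies on chromosome 10 (24915221 to 24927484), *Nos2* on chromosome 11 (78920787 to 78960254) and *Mpo* on chromosome 11 (87793581 to 87804413) of GRCm38. *Arg1* stood at 1.22 ± 0.315 FPKM (SD, n = 2) in Control and 7.54 ± 5.81 FPKM (SD, n = 2) with G-CSF, a log2 fold change of 2.305 (standard error 0.516, adjusted p = 0.0246 from limma, 0.00484 with the replicate number as a block). Its G-CSF libraries differed from each other, with 11.6 FPKM (184 estimated reads) in replicate 1 and 3.43 FPKM (68 reads) in replicate 2. With each library left out in turn, its log2 fold change ranged from 1.44 to 3.17. *Arg1* did not pass an adjusted p of 0.05 when no filter on low values was applied (adjusted p = 0.0801) or with limma's voom on estimated reads (adjusted p = 0.051), a setting chosen after the values were seen. *Nos2* stood at 0.059 ± 0.0566 FPKM in Control and 0.882 ± 0.314 FPKM with G-CSF (SD, n = 2 each). Its log2 fold change was 2.64 (standard error 0.386, adjusted p = 0.00786, 0.00062 with the block). It rests on 4 and 1 estimated reads in the Control libraries and 44 and 33 with G-CSF, and with a pseudocount of 1 FPKM, also chosen after the values were seen, it was 0.82, below a fold change of 2. That setting could not have given more, because the G-CSF values of *Nos2* (1.104 and 0.66 FPKM) are too low for a fold change over 2 with it. It is therefore no test of the rise. *Mpo* rose from 140 ± 11.0 to 402 ± 3.68 FPKM (SD, n = 2 each), with a log2 fold change of 1.52 (standard error 0.0598, adjusted p = 0.000149, 2.45e-06 with the block). Each library held at least 4776 estimated reads of *Mpo*. In all 3 genes, both G-CSF values were above both Control values.

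**Figure D1:**
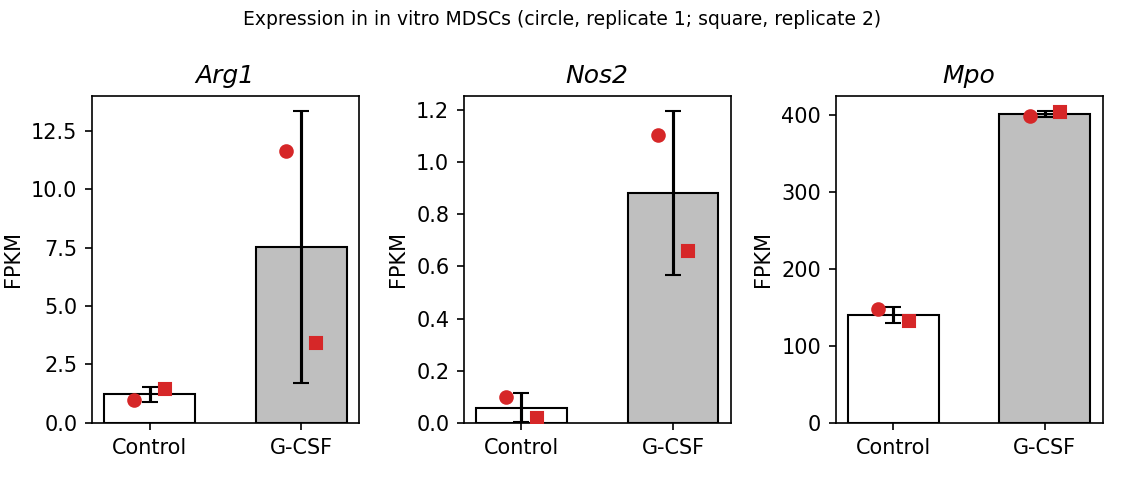
FPKM of *Arg1*, *Nos2* and *Mpo* in *in vitro* MDSCs cultured without (Control) or with G-CSF. Bars are means, error bars are SD (n = 2), and points are the libraries (circle, replicate 1; square, replicate 2). The G-CSF points of *Arg1* lie at 11.6 and 3.43 FPKM, while those of *Mpo* lie at 399 and 404 FPKM.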

Additionally, pathway enrichment analysis revealed that the MDSCs differentiated with G-CSF displayed the activation of the cell cycle, metabolism, and DNA replication, which would account for the enhanced proliferation of MDSCs differentiated with G-CSF (Figure 2F).

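The pathways of Figure 2F were followed in the FPKM values with 12 gene lists, one for each of 12 of its pathways. The lists were written from general knowledge before the data were examined and are not those of a pathway database. Each was tested with limma's camera, which asks whether the genes of a list shift relative to all other genes tested, and p-values were adjusted over the 12 lists. With G-CSF, 10 lists were higher with an adjusted p under 0.05, without and with the replicate number as a block. The cell cycle list had a median log2 fold change of 0.17, with 82 of 115 genes higher (adjusted p = 7.68e-06, 9.07e-06 with the block). In the DNA replication list, 33 of 35 genes were higher, with a median of 0.24 (adjusted p = 1.75e-09, 3.64e-09 with the block). The lists for ribosome biogenesis (median 0.24, 69 of 76 genes higher, adjusted p = 9.31e-13, 2.45e-12 with the block) and aminoacyl-tRNA biosynthesis (median 0.26, 40 of 44 genes higher, adjusted p = 5.4e-09, 7.83e-08 with the block) shifted the same way. Among the lists of metabolism, the adjusted p was 1.22e-06 for the biosynthesis of amino acids (median 0.18), 9.3e-05 for glycine, serine and threonine (median 0.24), 0.000276 for one carbon pool by folate (median 0.24), 0.000124 for purine (median 0.11) and 0.0289 for pyrimidine (median 0.10). The list for arginine and proline metabolism did not pass (median 0.16, adjusted p = 0.103, 0.114 with the block). The shifts of most lists are small changes shared by many genes, and not all genes of a list moved the same way. Of the cell cycle genes with the smallest p-values, *Ccnd1* fell, with a log2 fold change of -0.65 (standard error 0.0734, adjusted p = 0.00481, 0.000393 with the block), and *Mcm5* and *Cdk4* rose by 0.37 (standard error 0.0424, adjusted p = 0.00481, 0.000801 with the block) and 0.39 (standard error 0.0404, adjusted p = 0.00415, 0.000563 with the block). In the purine list, *Ada* rose by 0.99 (standard error 0.082, adjusted p = 0.00244, 0.000148 with the block), while *Nt5e* (-0.68, standard error 0.0608, adjusted p = 0.00297, 0.000247 with the block) and *Entpd1* (-0.69, standard error 0.0649, adjusted p = 0.00328, 0.000512 with the block) were lower. These results assume a correlation of 0.01 between the genes of a list. When the correlation was estimated from the 4 libraries, 0 of the 12 lists passed an adjusted p of 0.05, and 3 had an unadjusted p under 0.05. From the enriched pathways, the paper reasons that activation of the cell cycle, metabolism and DNA replication would account for the enhanced proliferation of these cells.

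**Figure D2:**
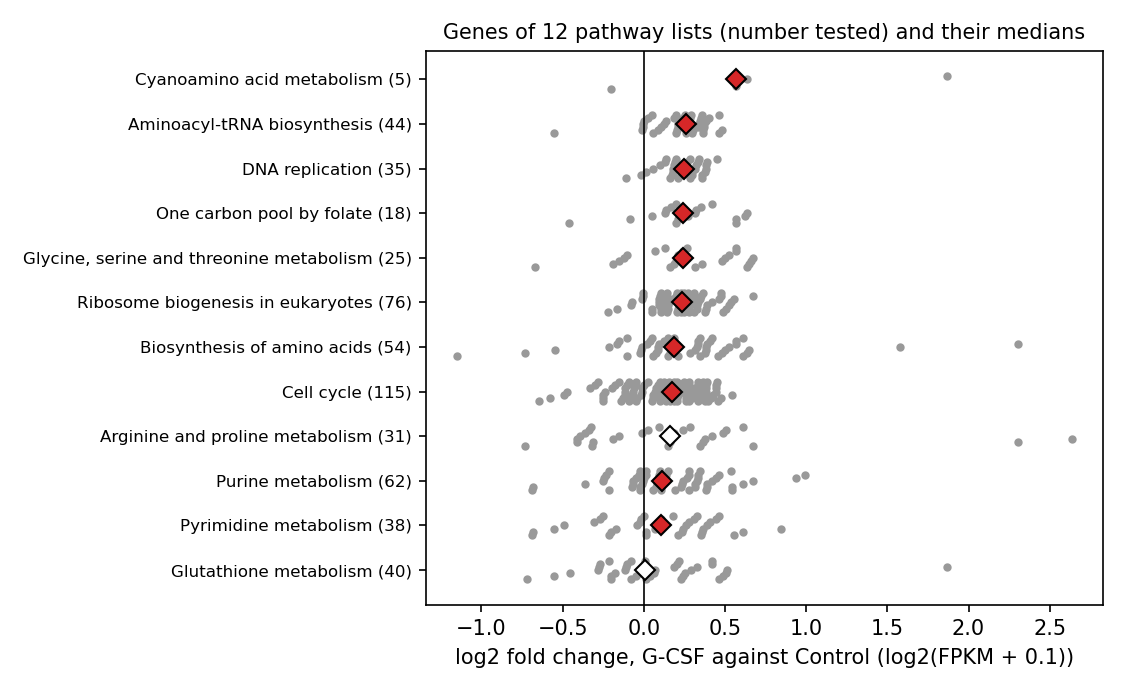
Log2 fold changes, G-CSF against Control on the log2(FPKM + 0.1) scale, of the genes in 12 pathway lists (number of genes tested in parentheses). Gray points are genes, diamonds are the medians of the lists, and filled diamonds mark lists with an adjusted p under 0.05 (camera). The medians of 10 lists are filled; those of arginine and proline metabolism and of glutathione metabolism are open.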

### GGT1 Is Involved in the Enhanced Immunosuppressive Function of MDSCs by G-CSF

Next, among the top 20 upregulated genes by G-CSF, genes associated with poor prognosis (Logrank *p* < 0.05) in more than four cancers, including *Nos2*, proprotein convertase subtilisin/kexin type 9 (*Pcsk9*), PRKC apoptosis WT1 regulator (*Pawr*), and gamma-glutamyltransferase 1 (*Ggt1*), were identified as candidate factors involved in the immunosuppressive ability of MDSCs using the GEPIA web server (Tang et al., 2017) (Supplementary Figure S1). 

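Ranked by log2 fold change among the genes called higher, *Nos2* was at rank 7, *Ggt1* at 12 and *Pawr* at 23. With the replicate number as a block, the ranks were 7, 13 and 24. The ranks depend on how low values are treated. With a pseudocount of 0.01 FPKM, chosen after the values were seen, these 3 genes were at ranks 1, 18 and 19, and with at least 10 estimated reads required in every library only *Ggt1* was tested (rank 8). *Pawr*, on chromosome 10 of GRCm38 (108332121 to 108414240), stood at 0.202 ± 0.0396 FPKM in Control and 0.782 ± 0.124 FPKM with G-CSF (SD, n = 2 each). Its log2 fold change was 1.54 (standard error 0.264, adjusted p = 0.0118 from limma, 0.00441 with the block), on 5 and 4 estimated reads in Control and 13 and 21 with G-CSF. With a pseudocount of 1 FPKM, the log2 fold change of *Pawr* was 0.57, below a fold change of 2. Its G-CSF values (0.694 and 0.869 FPKM) are too low for a fold change over 2 with that pseudocount, whatever the Control values.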

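Glutathione metabolism covers the enzymes that make, use and break down the tripeptide glutathione. In the list of glutathione metabolism, 40 of 58 genes were tested, and 21 were higher and 19 lower in G-CSF than in Control. The median log2 fold change was 0.007 (below 0 with upper-quartile scaling, -0.014, median-ratio scaling, -0.005, and voom, -0.007), and the list as a whole did not pass an adjusted p of 0.05 with camera (adjusted p = 0.32, 0.269 with the replicate number as a block). It did pass with fry, a rotation test of whether the genes of a list move in a common direction, without comparison to other genes (higher, adjusted p = 0.0107). It also passed in the overlap with the 500 highest or lowest genes by test statistic (higher, Fisher's exact test, adjusted p = 0.000485). There the smaller one-sided p-value of the tests for the highest and for the lowest genes was taken and corrected for testing both directions. Besides *Ggt1*, the genes of this list with the smallest p-values were *Srm*, which encodes spermidine synthase (log2 fold change 0.51, standard error 0.0425, adjusted p = 0.00252 from limma, 0.000228 with the block), and *Rrm2*, a subunit of ribonucleotide reductase (0.47, standard error 0.0447, adjusted p = 0.00331, 0.000309 with the block). In the list of cyanoamino acid metabolism, 5 of 7 genes were tested, 4 were higher, and the median log2 fold change was 0.57 (camera, adjusted p = 0.00286, 0.003 with the block). *Ggt1* belongs to this list too. The serine hydroxymethyltransferase gene *Shmt2* (0.64, standard error 0.045, adjusted p = 0.00162, 0.00013 with the block) and the asparaginase gene *Asrgl1* (0.57, standard error 0.105, adjusted p = 0.0144, 0.00331 with the block) rose with it. With the correlation between genes estimated from the libraries, the adjusted p was 0.499 for the glutathione list and 0.231 for the cyanoamino acid list.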

GGT1 is a key enzyme involved in several metabolic processes, such as glutathione metabolism and cyanoamino acid metabolism (Verma et al., 2015), which were also enriched and active in MDSCs differentiated with G-CSF (Figure 2F). Furthermore, GGT is expressed on the cell surface, acts as a glutathione hydrolase that increases extracellular cysteinyl glycine and glutamate, and is reported to be associated with the progression of several tumors (Wang et al., 2017; Ince et al., 2020). Thus, to identify novel factors involved in the immunosuppressive ability of MDSCs, we focused on the *Ggt1* gene.

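*Ggt1* is a protein-coding gene on the plus strand of chromosome 10 of GRCm38, from 75561604 to 75586200. Its FPKM was 1.17 and 1.29 in the Control libraries (mean 1.23 ± 0.0856, SD, n = 2) and 4.48 and 5.01 in the G-CSF libraries (mean 4.74 ± 0.372, SD, n = 2). The log2 fold change was 1.87 (standard error 0.139, adjusted p = 0.00185 from limma, 0.000139 with the replicate number as a block). These values rest on 31 and 36 estimated reads in Control and 109 and 153 with G-CSF. With each library left out in turn, the log2 fold change stayed between 1.79 and 1.95. None of the 75-base windows of its transcripts occurs in another annotated gene. *Ggt5*, which the annotation places 3139 bases downstream on the same strand, had 3.67 ± 0.139 FPKM in Control and 3.18 ± 0.248 FPKM with G-CSF (SD, n = 2 each). Both G-CSF values of *Ggt5* were below both Control values, but its log2 fold change of -0.20 did not pass an adjusted p of 0.05 (standard error 0.121, adjusted p = 0.266, 0.238 with the block). *Ggt6* was listed at 0 in every library, and *Ggt7*, with 0.186 FPKM or less in each library, was below the filter on low values.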

The upregulation of the mRNA of *Ggt1* by G-CSF in MDSCs was verified by qRT-PCR (Figure 3A). Besides, *Ggt1* mRNA expression was more upregulated in M-MDSCs than in PMN-MDSCs upon G-CSF stimulation, suggesting that M-MDSCs can play an important role in increasing the G-CSF-promoted immunosuppressive effects (Figure 3B). To elucidate whether GGT1 is involved in the enhanced immunosuppressive function of MDSCs by G-CSF, we used GGsTop, a highly selective GGT inhibitor. The GGT activity of MDSCs was enhanced by G-CSF, which was inhibited below the detection limit in the GGsTop alone and G-CSF/GGsTop combination groups (Figure 3C). There was no change in the number of MDSCs in the presence of GGsTop (Figure 3D), suggesting that the inhibition of GGT did not affect the G-CSF-induced proliferation of BM cells. Meanwhile, the addition of GGsTop did not affect the proportion and number of M-MDSCs or PMN-MDSCs (Supplementary Figures S2A,B). We further investigated whether GGsTop cancels the enhancement of the immunosuppressive activity of *in vitro* MDSCs by G-CSF. Consistent with *Ggt1* expression, the immunosuppressive activity of *in vitro* MDSCs was significantly increased by G-CSF, while the combination of GGsTop and G-CSF attenuated the immunosuppressive activity to the same level as that in the control group (Figures 3E–G). Additionally, GGsTop alone did not affect the immunosuppressive activity of *in vitro* MDSCs. Furthermore, we examined the effect of GGsTop alone or the G-CSF/GGsTop combination on *Arg1*, *Nos2*, and ROS expression. The G-CSF/GGsTop combination group downregulated the expression of *Arg1* and *Nos2*. Unexpectedly, GGsTop alone upregulated their expression (Supplementary Figure S2C). As *Arg1* and *Nos2* upregulation by GGsTop alone did not increase the immunosuppressive ability of MDSCs (Figures 3E,F), suggesting that the upregulation of *Arg1* and *Nos2* did not play a decisive role in increasing the MDSC immunosuppressive ability caused by G-CSF. In addition, GGsTop did not abrogate the expression of ROS caused by G-CSF, suggesting that ROS is not a key factor either (Supplementary Figure S2D). These results suggest that inhibition of GGT1 activity eliminates G-CSF-induced enhanced immunosuppressive function of MDSCs, but has no effect on its ability to promote proliferation.

**FIGURE 3:**
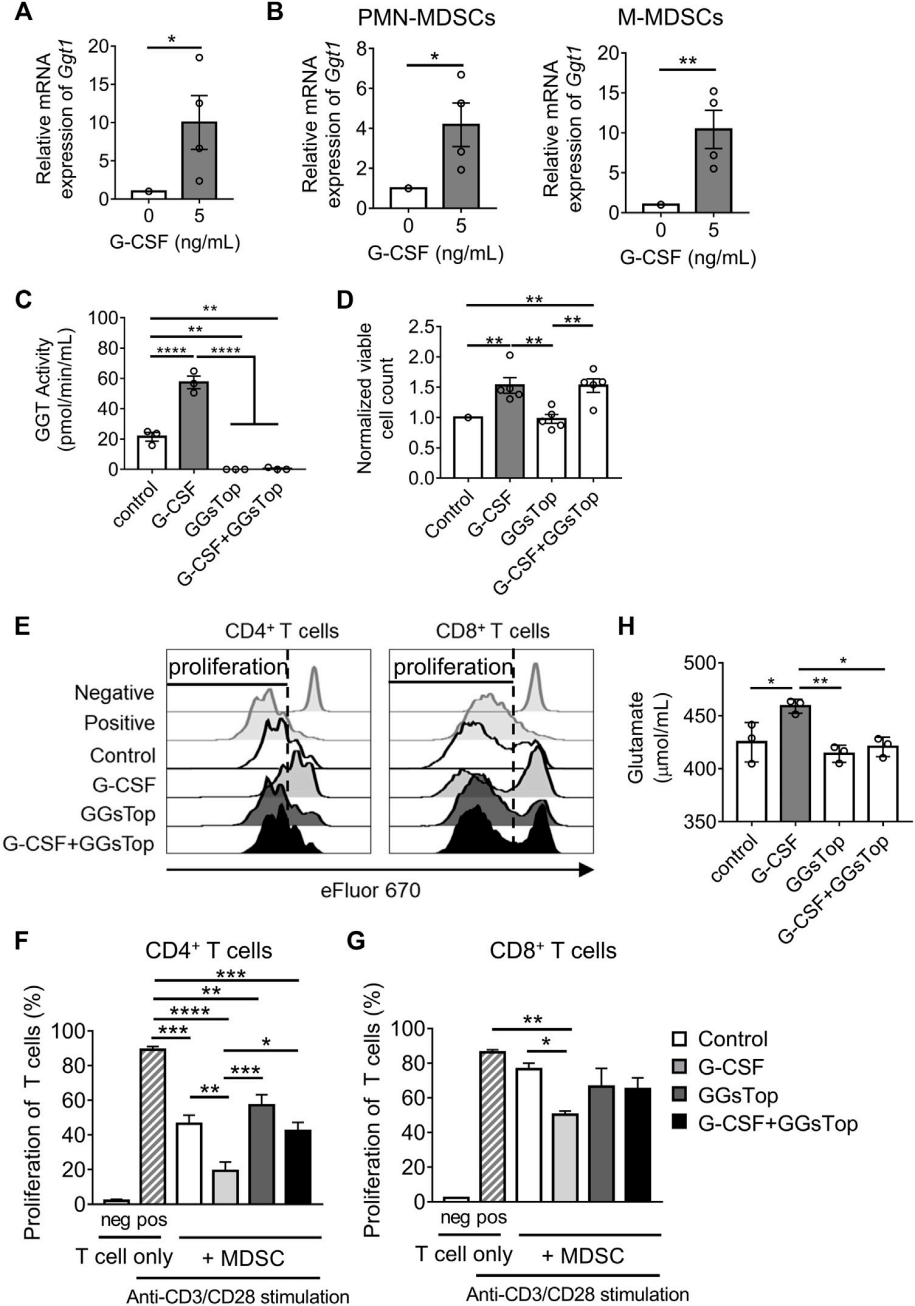
GGT1 is involved in the G-CSF-enhanced immunosuppressive function of MDSCs. **(A)** The mRNA expression of *Ggt1* in *in vitro* MDSCs was measured by qRT-PCR. Data are represented as means ± SEM of three independent experiments (*n* = 4, Student’s *t*-test: *p < 0.05). **(B)** The mRNA expression of *Ggt1* in the sorted PMN-MDSCs and M-MDSCs was measured by qRT-PCR (means ± S.E.M., *n* = 4 pooled with two independent experiments, Student’s *t*-test: *p < 0.05, **p < 0.01). **(C)** GGT activity of *in vitro* MDSCs cultured with or without the addition of G-CSF and/or GGsTop was measured using a GGT activity assay kit (means ± SEM, *n* = 4 pooled with two independent experiments, one-way ANOVA: *p < 0.05, **p < 0.01, and ****p < 0.0001). **(D)** The numbers of *in vitro* MDSCs were measured by trypan blue dye exclusion method (means ± SEM, *n* = 5 pooled with three independent experiments, one-way ANOVA: **p < 0.01). **(E–G)** MDSCs conditioned with or without G-CSF or GGsTop were combined in a 0.5:1 ratio with eFluor 670-labeled CD4^+^ or CD8^+^ T cells, followed by stimulation with anti-CD3ɛ/CD28 antibodies. **(E)** Representative histograms of eFluor 670 expressions in CD4^+^ or CD8^+^ T cells. **(F,G)** T cell proliferation was examined by flow cytometry. Data are represented as means ± SEM (two-way ANOVA: *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001). **(H)** The glutamate level was measured from the culture medium of *in vitro* MDSCs by glutamate assay-kit (means ± SEM, *n* = 4 pooled with two independent experiments, one-way ANOVA: *p < 0.05, **p < 0.01).

The key role of GGT1 is to hydrolyze glutathione. We speculated that metabolites of glutathione, such as glutamate and cysteinyl glycine, obtained by the action of GGT1, enhance the immunosuppressive function of MDSCs. Elevated glutamate concentrations are commonly observed in tumor patients, and studies indicate that glutamate could regulate the immunosuppressive activity of MDSCs on the proliferation of T cells (Morikawa et al., 2018; Wu et al., 2019). Therefore, we measured the concentration of glutamate to determine whether the level of glutamate is regulated by GGT1. Glutamate levels were increased on treating cells with G-CSF and were decreased on treatment with GGsTop both alone and in combination with G-CSF (Figure 3H). GGsTop alone or the G-CSF/GGsTop combination did not significantly reduce glutamate levels compared with the control, which explained why GGsTop alone did not inhibit MDSC-mediated T cell suppression. These observations revealed that elevated GGT activity induced by G-CSF increased glutamate levels, and that GGT1 is a novel factor involved in the enhanced immunosuppressive function of MDSCs induced by G-CSF.

### GGsTop Eliminates the Effect of G-CSF in Promoting Tumor Growth

Given that G-CSF enhances the immunosuppressive function and proliferation of MDSCs, it is possible that G-CSF causes side effects through MDSCs when used to prevent FN. We then tested whether G-CSF promoted MDSCs and tumor progression using the EL4 lymphoma-bearing neutropenic mouse model. In the EL4 tumor-bearing mouse model, administration of the anti-tumor drug CPA reduced white blood cells, including neutrophils, monocytes, and lymphocytes to 50% below the pretreatment value measured using an XT-2000i hematology analyzer, leading to neutropenia (Figures 4A–D). CPA strongly inhibited tumor growth (Figure 4F). In contrast, the accelerated recovery of white blood cells was observed in mice administered G-CSF after CPA. G-CSF dramatically increased neutrophil and monocyte counts from days 11–13 and facilitated the recovery of lymphocytes to control levels (Figures 4A–D), which would reduce the risk associated with CPA-induced neutropenia. Flow cytometry analysis revealed that the proportion of M-MDSCs and PMN-MDSCs in the G-CSF group increased significantly, suggesting that G-CSF promoted neutrophils and monocytes that were morphologically identified using an XT-2000i hematology analyzer to be mixed with most MDSCs (Figure 4E). Furthermore, tumor progression was observed after G-CSF administration, suggesting that G-CSF-induced MDSCs attenuated the anti-tumor effect of CPA (Figure 4F). Next, we explored whether GGsTop could inhibit the growth of tumors induced by G-CSF while maintaining myelopoiesis by G-CSF. As expected, GGsTop alone did not affect the dynamics of myelopoiesis (Figures 4A–E) and tumor progression (Figure 4F). The combination of GGsTop and G-CSF promoted the proliferation of white blood cells, neutrophils, and monocytes in the G-CSF group and inhibited tumor growth in the presence of CPA. Consistent with other studies (Jounaidi and Waxman, 2001; Kim et al., 2018), due to CPA drug toxicity and rapid tumor growth in the PBS and GGsTop groups, the biological significance of body weight was shown in the CPA-treated and control mice. Moreover, the results showed that GGsTop was well-tolerated, with no significant decrease observed in the body weight (Figure 4G). These results suggest that targeting GGT eliminates the effect of G-CSF in promoting tumor growth. GGsTop could be an attractive combination agent with G-CSF for the treatment of neutropenia in patients with cancer.

**FIGURE 4:**
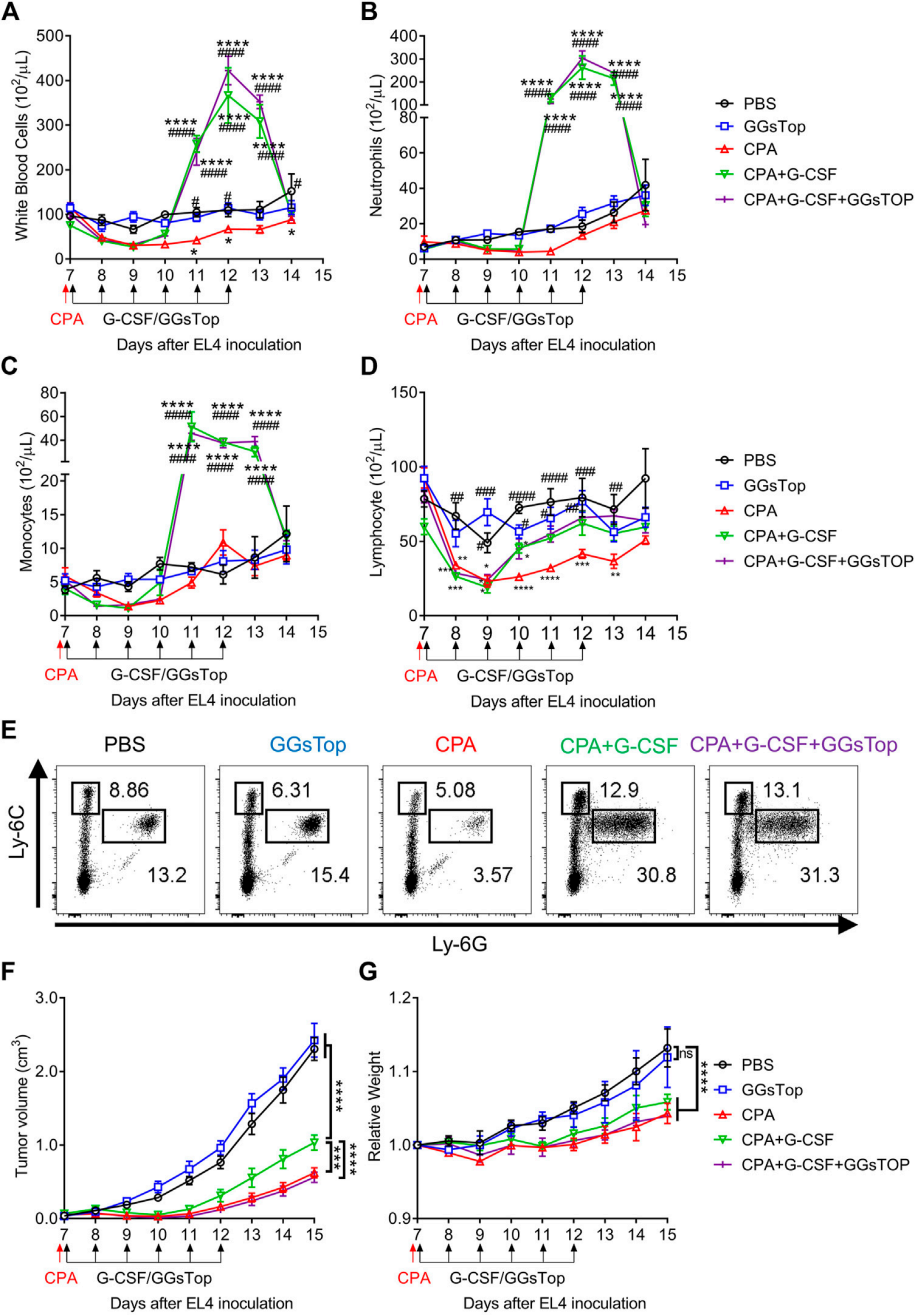
GGsTop eliminates the effect of G-CSF in promoting tumor growth. **(A–D)** Dynamics of circulating **(A)** white blood cells, **(B)** neutrophils, **(C)** monocytes, and **(D)** lymphocytes was examined using a Sysmex XT-2000i automated hematology analyzer (means ± SEM, pooled from two independent experiments with *n* = 6, *p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001 compared with PBS group by two-way ANOVA; ^#^ *p* < 0.05, ^##^ *p* < 0.01, ^###^ *p* < 0.001 and ^####^ *p* < 0.0001 compared with CPA group by two-way ANOVA). **(E)** Flow cytometric analysis of MDSC subsets in the blood at 4 days after CPA/G-CSF/GGsTop administration. **(F,G)** Tumor volumes and relative body weight were calculated periodically and are shown as means ± SEM, pooled from two independent experiments with *n* = 6 (***p < 0.001, and ****p < 0.0001 by two-way ANOVA).

## Discussion

To date, G-CSF administration is commonly used in the management of cancer patients and dramatically reduces the risks associated with chemotherapy-induced FN (Pilatova et al., 2018). However, an increasing number of studies have found that G-CSF enhances the pro-tumor effects of MDSCs, thereby leading to poor prognosis and chemoresistance in cancers (Hollmén et al., 2016; Liu et al., 2020; Karagiannidis et al., 2021). Therefore, the safety of G-CSF as an adjunct to cancer treatment should be addressed. Although further research is needed, our pre-clinical data showed that G-CSF promotes tumor growth in the CPA-induced neutropenia EL4 tumor-bearing model, which would result from the enhancement of immunosuppressive function and the increase in the number of MDSCs by G-CSF.

To eliminate the side effects of G-CSF, it is necessary to elucidate the direct mechanism underlying the action of G-CSF on MDSCs. We utilized *in vitro* MDSCs and RNA-seq analysis and identified that GGT1 played a pivotal role in enhancing the immunosuppressive function of MDSCs by G-CSF. GGT1 is a member of the GGT family, which also includes other proteins, such as GGT2, GGT3P, GGT4P, GGT5, GGT6, GGT7, and GGT8P. Among these, GGT1 and GGT5 are the only two enzymes with catalytic activity (Takemura et al., 2021), and the catalytic rate of GGT1 is approximately 46 times faster than that of GGT5 (Wickham et al., 2011). Therefore, GGT1 is the main catalytically active enzyme in the GGT family. It has been reported that the activity of GGT is increased in cancers resistant to chemotherapy, and the removal of glutathione, the substrate of GGT, in tumors inhibits tumor progression and metastasis (Mena et al., 2007; Hanigan, 2014). Our results also showed that G-CSF upregulated GGT1 expression on MDSCs, while GGsTop canceled the enhanced T cell proliferation inhibitory ability of MDSCs induced by G-CSF. Additionally, we showed that G-CSF increased the level of glutamate in the culture medium. GGT1 hydrolyzes extracellular glutathione to produce glutamate. Glutamate was originally discovered to be the main excitatory neurotransmitter in the central nervous system and can also act as a signaling molecule in other tissues (Affaticati et al., 2011). Recent studies have shown that glutamate could promote the activation of early MDSCs and the high concentrations of extracellular glutamate can suppress T cell activation (Poulopoulou et al., 2005; Wu et al., 2019). Previously, we found that glutamate signaling through metabotropic glutamate receptor 2/3 increases the potency of the immunosuppressive ability of MDSCs, especially the inhibition of CD4^+^ T cell proliferation, similar to G-CSF (Morikawa et al., 2018). The expression of glutamate receptors differs among different types of T lymphocytes (Pacheco et al., 2007); thus, CD8^+^ T cells may express lower glutamate receptor levels, resulting in the relative resistance of CD8^+^ T cells to the increased suppressive function of MDSCs cultured with G-CSF. These results indicate that the mechanism by which G-CSF enhances the immunosuppressive ability of MDSCs may involve GGT-induced increased glutamate levels.

GGsTop is now commercially available and its beneficial properties, such as being non-toxic, highly selective, and potent irreversible inhibitor of GGT activity, have been reported under a variety of experimental conditions (Kamiyama et al., 2016). For example, it has been reported that GGsTop could quickly and safely treat oral mucositis induced by cancer chemotherapy (Shimamura et al., 2019), reduce hepatic ischemia-reperfusion injury (Tamura et al., 2016), and may protect against chronic experimental autoimmune encephalomyelitis progression (Mendiola et al., 2020). Our results demonstrated its safety and effectiveness in an *in vivo* CPA-induced neutropenic tumor model, indicating that GGsTop can eliminate the effect of G-CSF in promoting tumor growth. Inhibition of GGT1 by GGsTop did not affect the viability and proliferation of MDSCs *in vitro,* as assessed by cell number quantification. The numbers of white blood cells, neutrophils, monocytes, and lymphocytes were similar after 6 days of treatment with GGsTop compared to PBS control *in vivo*. Accordingly, the inhibition of GGT1 by another inhibitor, acivicin, also showed no difference in microglia, macrophages, and whole blood cell numbers, but altered the glutathione metabolism of those cells (Mendiola et al., 2020). These results indicated that inhibiting GGT1 regulated the metabolism and activity of myeloid cells, including MDSCs, but had no effect on their proliferative activity.

In conclusion, our study showed that G-CSF directly enhanced the proliferation and immunosuppressive function of MDSCs and identified GGT1 as a novel factor involved in the enhanced immunosuppressive function of MDSCs induced by G-CSF. Furthermore, our results demonstrated that tumor progression in the chemotherapy-induced neutropenic mouse model was promoted by G-CSF, and the specific GGT inhibitor, GGsTop, prevented G-CSF-induced EL4 lymphoma progression. Although our findings suggest that GGsTop exerts its effects by targeting GGT1 on MDSCs, GGT1 is also expressed in a variety of cells other than MDSCs, and the possibility that GGsTop functions through other cellular mechanisms cannot be excluded, thus suggesting the requirement for further studies. Our study also still lacks clinical human experimental data to prove the safety and efficacy of GGsTop, the existing results suggest that GGsTop would be effective in future clinical applications. These findings should contribute to the development of safer and more effective treatment strategies for FN in patients with cancer.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

# Supplementary material for: Targeting GGT1 Eliminates the Tumor-Promoting Effect and Enhanced Immunosuppressive Function of Myeloid-Derived Suppressor Cells Caused by G-CSF
**Source:** Front Pharmacol. 2022 Apr 25;13:873792. doi: 10.3389/fphar.2022.873792
**Supplement:** Supplementary file 1

## *Supplementary Material*

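The table gives the primer pairs of the genes measured by qRT-PCR, *Gapdh*, *Arg1*, *Nos2* and *Ggt1*. The printed sequences were searched in 141767 annotated mouse transcripts (GENCODE M21, GRCm38). The *Nos2* pair encloses 61 bases in exon 7 of the 26 exons of an annotated transcript, on chromosome 11 from 78937587 to 78937647. The *Ggt1* pair encloses 114 bases of the transcript and spans the junction of exons 3 and 4 of 13, on chromosome 10 from 75575992 to 75576240. The *Gapdh* pair encloses 48 bases within exon 3 of 7, on chromosome 6 from 125163305 to 125163352. Both *Gapdh* primers also occur exactly in transcripts of other genes, in 16 genes in all with *Gapdh* counted. In the RNA-seq libraries, *Gapdh* stood at 1722 ± 56.6 FPKM in Control and 1934 ± 30.3 FPKM with G-CSF (SD, n = 2 each), a log2 fold change of 0.17 (standard error 0.0558, adjusted p = 0.074 from limma, 0.0287 with the replicate number as a block). Here 22.6% of the 75-base windows of its transcripts are shared with other genes, so its value is uncertain. The *Arg1* primers, as printed, matched none of the transcripts over their whole length. Aligned without gaps, their closest match in an *Arg1* transcript agreed at 17 of the 24 bases of the forward primer and 17 of the 20 bases of the reverse primer. An extra or missing base in a printed sequence would shift the bases beyond it and lower these counts. Matches with gaps were not searched, so a misprint of that kind was not ruled out.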

**Table 1.** List of primer sequences used in qRT-PCR analysis.

| Gene         | Forward primer           | Reverse primer         |
|--------------|--------------------------|------------------------|
| <i>Gapdh</i> | TGACCTCAACTACATGGTCTACA  | CCGTGAGTGGAGTCATACTGG  |
| <i>Arg1</i>  | CCTATGTGTCATTTTGGGTGGATG | GGTTGTCAGGGGAGTGTGAT   |
| <i>Nos2</i>  | GGAGTGACGGCAAACATGACT    | TAGCCAGCGTACCGGATGA    |
| <i>Ggt1</i>  | CGCAAGCCTGCTGTGTATG      | CGGGCATTGATAACCTCAACTT |

**Supplementary Figure 1.** Survival curves comparing the high (red line) and low (blue line) (50% cut-off) expression of *Nos2*, *Pcsk9*, *Pawr*, and *Ggt1* in distinct types of cancers with  $p < 0.05$  by the Log-rank test in the GEPIA web server. ACC, adrenocortical carcinoma; BLCA, bladder urothelial carcinoma; BRCA, breast invasive carcinoma; GBM, glioblastoma multiforme; KIRC, kidney renal clear cell carcinoma; KIRP, kidney renal papillary cell carcinoma; LAML, acute myeloid leukemia; LGG, brain lower grade glioma; LIHC, liver hepatocellular carcinoma; LUAD, lung adenocarcinoma; LUSC, lung squamous cell carcinoma; MESO, mesothelioma; PAAD, pancreatic adenocarcinoma; SKCM, skin cutaneous melanoma; UVM, uveal melanoma.

**Supplementary Figure 2. A, B)** The number of PMN-MDSCs (CD11b<sup>+</sup>Ly-6G<sup>+</sup>Ly-6C<sup>int</sup>) and M-MDSCs (CD11b<sup>+</sup>Ly-6G<sup>-</sup>Ly-6C<sup>hi</sup>) are represented as mean  $\pm$  S.E.M. ( $n = 4$  pooled with two independent experiments, one-way ANOVA:  $*p < 0.05$ ,  $**p < 0.01$ ). **C)** The mRNA expression of *Arg1* and *Nos2* in *in vitro* MDSCs cultured with or without the addition of G-CSF or GGTsTop were measured by qRT-PCR. Data were normalized to the expression of *Gapdh* housekeeping gene and compared to mRNA expression in control MDSCs (means  $\pm$  S.E.M.,  $n = 4$  pooled with three independent experiment, one-way ANOVA:  $*p < 0.05$ ,  $**p < 0.01$ ,  $***p < 0.001$ ,  $****p < 0.0001$ ). **D)** Intracellular ROS level was measured by flow cytometry analysis using DCFH-DA (means  $\pm$  S.E.M.,  $n = 4$  pooled with two independent experiments, one-way ANOVA:  $*p < 0.05$ ,  $**p < 0.01$ ).

Effect of *Nos2* expression on overall survival of cancer patients

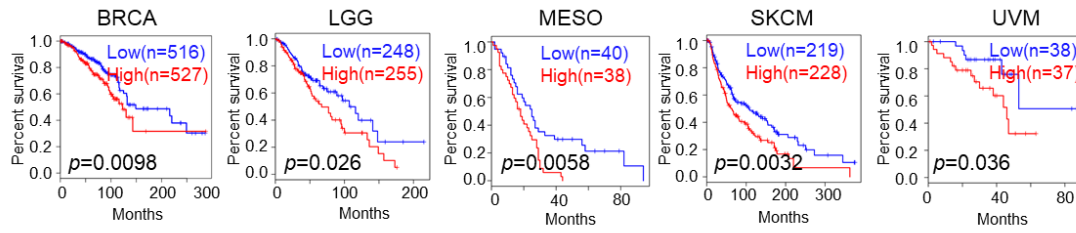

Effect of *Pcsk9* expression on overall survival of cancer patients

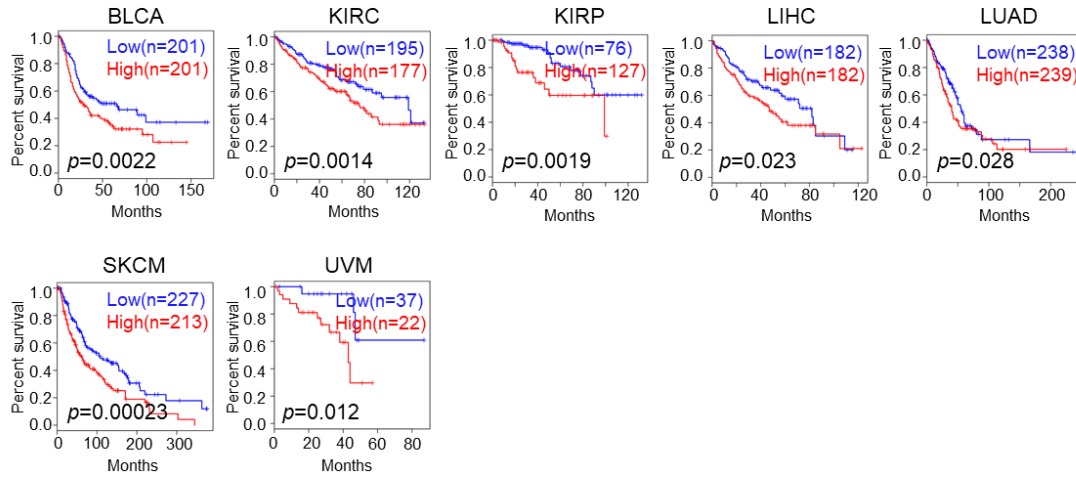

Effect of *Pawr* expression on overall survival of cancer patients

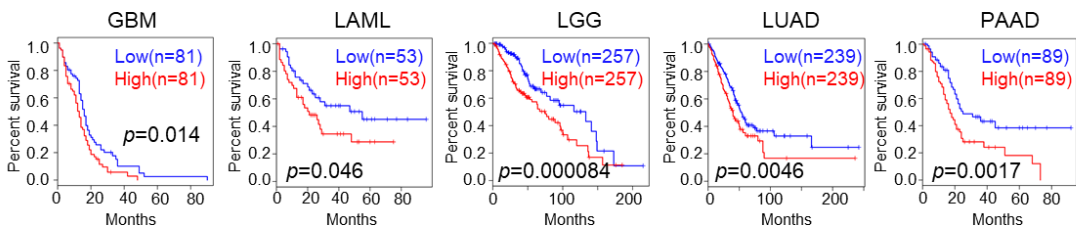

Effect of *Ggt1* expression on overall survival of cancer patients

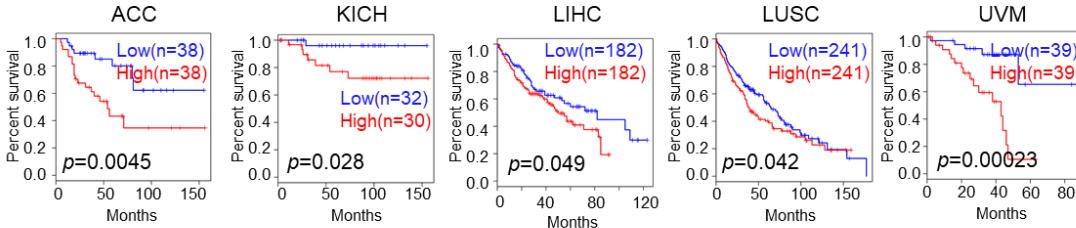

Supplementary Figure 1

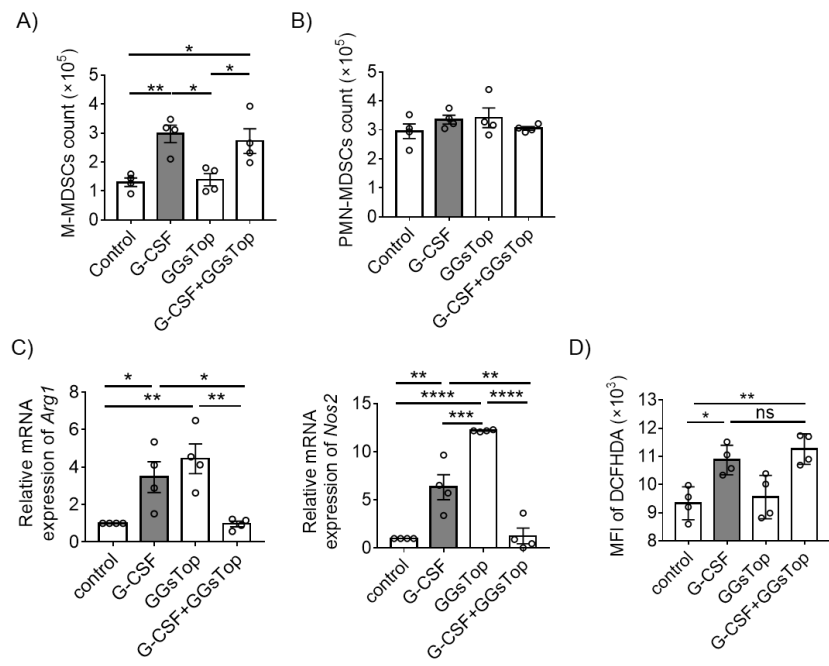

**Supplementary Figure 2**

How the deposited data were processed for this re-analysis (not part of the article)

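The authors deposited 1 table of values for each of 4 RNA-seq libraries, 2 of *in vitro* MDSCs cultured without G-CSF (Control) and 2 cultured with it (G-CSF), and these tables were used as they are. The replicate numbers come from the samples' labels. The paper's text, its supplement and its figures name no unit for the values, and no aligner, genome build or annotation. The deposited values were taken as FPKM, a unit inferred from the values themselves. They are not whole numbers, and the lowest values of each library fall on steps that shrink with transcript length, as 1 read, 2 reads and so on divided by the length would give. The values had been expected to be counts when the tests were laid out, so the planned count tests were replaced by limma on log2 FPKM. No reads were realigned.

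Gene lengths, positions and sequences came from the GENCODE M21 annotation of GRCm38, in which 24255 of the 24346 gene names were found. Depth was estimated from transcripts of 600 to 4000 bases with up to 8 reads, with the transcript length shortened by 210 bases, the offset at which most values fell on whole reads. The sums of FPKM were 670353.9 and 641609.7 in Control and 642376.9 and 644938.9 with G-CSF, and 14832, 14890, 14674 and 14867 genes stood above 0. The highest genes took a sizeable share: *S100a8* and *S100a9* together held 10.1% and 9.03% of FPKM in Control and 7.21% and 7.15% with G-CSF. Low values are given to 3 decimals, so that a single read is resolved at this depth. The highest values have fewer decimals, such as 1762.42 FPKM for *Gapdh* in Control replicate 1.

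The model compared G-CSF with Control without a replicate block (limma lmFit and eBayes with trend = TRUE, two-sided), and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds of the paper. Values were not rescaled. The pseudocount of 0.1 FPKM and the filter, at least 10 estimated reads in 2 libraries and 15 in all, were chosen after the values were seen; the filter replaced a first filter of 0.1 FPKM in 2 libraries after results under it were known. Genes whose transcripts all have 200 bases or fewer, small RNA genes, and 374 genes for which no transcript length was found were left out, because their reads could not be estimated or their length makes FPKM unstable. The replicate block used the replicate numbers in the model (replicate + condition), and its results stand beside those without it.

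Gene lists were tested with camera from limma (inter-gene correlation 0.01), adjusted over 12 pathway lists and, apart from these, over 14 other lists with at least 3 genes tested. The lists were written from general knowledge. Reads shared between genes were counted as the share of 75-base windows of a gene's transcripts that occur in the transcripts of another gene.

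Genes are named by a rule set before the data were examined: every gene the paper names for these samples, the 5 genes called with the largest rise and the 5 with the largest fall, and at most 3 members of each list, those with the smallest p. Results for some genes that the paper names are not reported here, and 1 of the lists outside the paper's pathways was tested again with fewer genes for this reason, after it had first been tested; the pathway lists were not changed.

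The alternatives were upper-quartile and median-ratio scaling, no filter, stricter filters, pseudocounts of 1 and 0.01 FPKM, short genes included, limma voom on estimated reads, limma treat, other thresholds, the replicate block, and each library left out in turn. Leaving out a library leaves 1 library in a group, so these fits give fold changes without p-values. The lists were also tested with fry, with an estimated inter-gene correlation, and by overlap with the 500 highest or lowest genes.

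The steps were tried on simulated libraries with known changes. Of 200 genes drawn to change by a log2 fold change of 1.5, 197 were tested, and the model recovered 189 (95.9%) with 2 wrong calls among 11994 genes tested. The block recovered 193 with 3 wrong calls, and voom 195 with 1. With no changed genes, 1 of 12009 was called. A simulated list of 115 genes shifted by 0.3 had an adjusted p of 1.13e-130 with camera and 0.0333 with the estimated correlation, and 0 of 11 unshifted lists passed. The simulated replicates varied little beyond sampling (dispersion 0.000732), so these rates are a best case for the real libraries. The genes of a simulated list were drawn independently of each other. The unshifted lists therefore cannot show how often camera would pass such a list when its genes are correlated. The list results of the real libraries depend on that correlation.

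Experiments without RNA-seq libraries (flow cytometry, T cell assays, qRT-PCR, enzyme activity, mouse experiments) were not analysed here. The tools were python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, R 4.3.3 and limma 3.58.1.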

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

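The tests of the granule lists were chosen only after their results were seen, and the reading of the common-factor test was made more cautious after its value was known; the common-factor tests of the MHC class II, interferon and ATF4 lists, the values without *Stfa2l1* and the common-factor values with the block were also added after, and the other tests of this part were set before their results were seen. The comparison and the 10 lists given here were set before the data were examined. Besides the paper's pathways, 17 lists that the paper does not discuss as lists were followed, of which 14 had at least 3 genes tested. Of these, 10 differed between G-CSF and Control with an adjusted p under 0.05 (limma camera, Benjamini-Hochberg), 2 higher and 8 lower, and each is given here as a signal in a list that the paper did not test, although the paper names single members such as *Mpo* and *Arg1*. Correction of the fold changes for their trend with GC content and transcript length was small (SD 0.04 across genes on the log2 scale) and moved the medians of the 10 lists by at most 0.033. With the correlation between genes estimated from the 4 libraries, 0 of the 14 passed, and 0 had an unadjusted p under 0.05, so that each p-value rests on the assumed correlation of 0.01.

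Genes of primary granules, made in neutrophil precursors, rose with a median log2 fold change of 0.99 (9 of 11 genes higher, adjusted p = 1.97e-06, 9.43e-08 with the block, 9.43e-08 to 0.41 over the alternatives). Among them were *Ms4a3* (1.22) and *Igfbp4* (1.10). Genes of secondary granules fell with a median of -0.52 (13 of 14 lower, adjusted p = 1.97e-06, 4.89e-08 with the block, 1.63e-08 to 0.36 over the alternatives), with *Camp* at -1.81. Genes of mature neutrophils fell with a median of -0.34 (18 of 20 lower, adjusted p = 8.27e-05, 3.69e-06 with the block, up to 0.36 over the alternatives), with *Retnlg* at -1.81 and *Mmp9* at -1.08, while *Stfa2l1*, the gene of this list with the smallest p, rose by 1.60. With each library left out in turn, the medians were 0.86 to 1.12, -0.60 to -0.44 and -0.41 to -0.22. If the falls came from fewer neutrophils in the mix of cells, the 33 genes of the latter lists would share a common factor; the SD of their log2 fold changes was 7.13 times their median standard error (5.89 times for the 32 genes without *Stfa2l1*; 11.1 times for the 33 with standard errors from the block), which genes shared with other cells would also give, so fewer neutrophils cannot be told apart from a change within cells. If the primary granule genes belonged to the same cells, they would fall too, and their median was 0.99. The paper reports by flow cytometry that the share of PMN-MDSCs fell and that of M-MDSCs rose with G-CSF (Figure 1B). A candidate explanation is a larger share of immature cells with primary granules.

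MHC class II genes were lower with a median of -0.87 (10 of 10 genes, adjusted p = 1.8e-06, 8.48e-10 with the block, up to 0.36 over the alternatives), with *H2-Ab1* at -1.09. Dendritic cell markers were lower with a median of -0.59 (14 of 14 genes, adjusted p = 5.05e-05, 1.57e-08 with the block, up to 1 over the alternatives), with *Cd209a* at -1.55, and macrophage markers with a median of -0.35 (14 of 18 genes, adjusted p = 0.0132, 0.00279 with the block, up to 1 over the alternatives), with *Cd68* at -0.195, while *Arg1*, also in this list, rose. With each library left out, the medians were -1.07 to -0.68, -0.85 to -0.37 and -0.31 to -0.24. The SD of the log2 fold changes was 1.76 times the median standard error for the dendritic cell list, within the 2 times taken as a common factor, but 3.65 times with standard errors from the block. Whether its genes share a common factor thus depends on the block, and fewer dendritic cells in the mix cannot be told apart from a change within cells. For the macrophage list it was 4.44 times (6.71 with the block), and fewer macrophages cannot be told apart from a change within cells. The paper reports that G-CSF did not change the percentages of dendritic cells and macrophages by flow cytometry (Figure 1A). For the MHC class II genes, which several of these cells express, the SD was 2.29 times the median standard error (5.35 with the block), and fewer cells that express them cannot be told apart from a change within cells.

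Mast cell and basophil genes were lower with a median of -0.57 (9 of 10 genes, adjusted p = 0.000263, 4.52e-05 with the block, up to 0.36 over the alternatives), and eosinophil genes with a median of -0.62 (7 of 8 genes, adjusted p = 0.00152, 0.000277 with the block, up to 1 over the alternatives), with *Ear6* at -1.89. With each library left out, the medians were -0.61 to -0.53 and -0.87 to -0.41. The SD of the log2 fold changes was 2.94 and 3.57 times the median standard error (5.22 and 4.76 with the block), so fewer of these cells cannot be told apart from a change within cells.

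Interferon-stimulated genes were lower with a median of -0.34 (20 of 22 genes, adjusted p = 0.00139, 6.66e-05 with the block, up to 1 over the alternatives; -0.52 to -0.17 with each library left out), with *Irf7* at -0.68. ATF4 target genes were higher with a median of 0.31 (16 of 24 genes, adjusted p = 0.00734, 0.00315 with the block, 2.43e-05 to 0.432 over the alternatives; 0.23 to 0.39 with each library left out), among them the serine synthesis genes *Psph* (0.65) and *Psat1* (0.52). Their medians corrected for GC content and length were -0.32 and 0.34. The SD of the log2 fold changes was 1.65 times the median standard error for the interferon list (2.74 with the block) and 5.77 times for the ATF4 list (6.79 with the block). For both lists a different mix of cells cannot be told apart from a change within cells.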

How the results depend on the processing

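Upper-quartile scaling, no filter, the filter of at least 10 reads in every library, the replicate block, the thresholds, the rankings, the list tests and leaving out each library were set before the data were examined. The other scalings, filters, pseudocounts and models were chosen after the values were seen, as were the pseudocount of 0.1 FPKM and the filter of the reported results: a first filter of 0.1 FPKM in 2 libraries had given 192 genes (71 higher, 121 lower). Of the settings laid out in advance, the count test with its own size factors, voom on normalized counts, limma trend on log2(CPM + 1) and the count test against a fold change of 2 were not run, because the values are FPKM and not counts; voom on estimated reads, a pseudocount of 1 and limma treat stand in for them. The planned filters on counts were applied to estimated reads. The cause was not tested for any result that changed.

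Between G-CSF and Control, 169 genes were called (61 higher, 108 lower), 189 with the replicate block (paired), 174 with upper-quartile scaling, 171 with median-ratio scaling, 167 without a filter, 204 with voom and 182 with a pseudocount of 0.01. The genes shared with the 169 were 169, 165, 166, 118, 161 and 165, in that order. With at least 10 estimated reads in every library 120 were called, 39 of them higher; with at least 1 FPKM in every library 77 (25 higher, 52 lower); with a pseudocount of 1, 57 (25 higher, 32 lower). Limma treat gave 6, all 6 higher and 0 lower, with 30 higher and 33 lower at an unadjusted p under 0.05. At an unadjusted p under 0.05 and an absolute log2 fold change over 1.5, 51 were called (27 higher, 24 lower), and at an adjusted p under 0.05 with any fold change 2855 (1498 higher, 1357 lower). Across the 4 fits that each left out a replicate, 143 to 152 of the 169 genes kept a fold change over 2 (51 to 59 higher, 87 to 101 lower).

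The log2 fold change of *Arg1* was 2.305 without a filter (adjusted p = 0.0801) and 2.26 with voom (adjusted p = 0.051), over 0.05 in both; its adjusted p ranged from 0.00484 to 0.0801 over the alternatives. With a pseudocount of 1, the log2 fold changes of *Nos2* (0.82) and *Pawr* (0.57) were under 1. The G-CSF values of both genes are too low to pass 1 at that setting, so it is no test of their rise. At least 10 estimated reads or 1 FPKM in every library left *Nos2* and *Pawr* untested, and at least 1 FPKM in every library left *Arg1* untested too. *Mpo* and *Ggt1* passed under each scaling, filter, pseudocount and model given here, apart from treat, for which only the counts of genes were recorded. With each replicate left out, the log2 fold changes were 1.44 to 3.17 for *Arg1*, 2.27 to 3.01 for *Nos2*, 1.44 to 1.60 for *Mpo*, 1.79 to 1.95 for *Ggt1* and 1.40 to 1.69 for *Pawr*. At this depth *Nos2* and *Pawr* had 5 or fewer estimated reads in each Control library, which limits the precision of their fold changes.

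Of *Nos2*, *Ggt1* and *Pawr*, 2 were among the 20 genes with the largest rise; 1 was with at least 10 estimated reads in every library, with at least 1 FPKM in every library, with a pseudocount of 1 or ranked by p-value, and 3 were with a pseudocount of 0.01. Across the fits that left out a replicate, the number was 2 to 3.

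Of 12 pathway lists, 10 were higher, 12 with fry and with the overlap test, 9 with voom and with at least 1 FPKM in every library, and 0 with the inter-gene correlation estimated from the data (3 at an unadjusted p under 0.05). Of the other lists, 10 changed, 4 with fry, 7 with the overlap test, and 0 with the estimated correlation (0 at an unadjusted p under 0.05). The 7 of the overlap test include the STAT3 list (adjusted p = 0.0013), which is not among the 10. With the replicate block, with voom and with at least 0.1 FPKM in 2 libraries, 11 changed. In the overlap test, a list with the same p in both directions takes its direction from its median; this rule was set after a tie had reversed the macrophage list (adjusted p = 1, with 0.00279 to 1 over its alternatives). Across 22 lists and 286 results under alternatives, 36 changed, 32 weaker and 4 stronger, and 0 reversed in the direction of the test; the median of the glutathione list, 0.007, was -0.014 with upper-quartile scaling, -0.005 with median-ratio scaling and -0.007 with voom.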

Differences from the paper's values

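The log2 fold change of *Nos2* was 2.64, against the paper's value of about 4.0 in Fig. 2E, read by eye. None of the alternatives set before the data were examined closed the gap, and at least 10 estimated reads in every library gave no value for this gene. All of them kept the pseudocount of 0.1 FPKM, which is above the Control mean of *Nos2* (0.059 FPKM) and draws its fold change toward 0. They could not remove that effect. Voom on estimated reads (3.87) and a pseudocount of 0.01 FPKM (3.94), both chosen after seeing the values, gave values within the replicate SD of the paper's. The gap thus goes with the pseudocount.

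The log2 fold change of *Pawr* was 1.54, against the paper's value of about 2.0 in Fig. 2E, read by eye. None of the alternatives set before the data were examined closed the gap, and at least 10 estimated reads in every library gave no value for it. All of them kept the pseudocount of 0.1 FPKM. Voom on estimated reads (1.85) and a pseudocount of 0.01 FPKM (1.904), both chosen after seeing the values, closed the gap, which thus goes with the pseudocount here too.

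The paper places *Nos2*, *Pawr* and *Ggt1* among the most upregulated genes it screened. Among the called genes with the largest rise, *Nos2* was at rank 7, *Ggt1* at 12 and *Pawr* at 23, outside the first 20. *Pawr* was among the 20 without Control replicate 1 (rank 18) and without G-CSF replicate 1 (rank 14), and with a pseudocount of 0.01 FPKM (rank 19), which was chosen after seeing the values.

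The paper's pathway analysis lists glutathione metabolism and arginine and proline metabolism as enriched with G-CSF. With camera, the lists written for these pathways did not pass an adjusted p of 0.05: the median log2 fold changes were 0.007 (adjusted p = 0.32) and 0.16 (adjusted p = 0.103). Both lists passed with fry (adjusted p = 0.0107 and 0.00196) and with the overlap test (0.000485 and 8.65e-05). The paper tested the enrichment of significantly upregulated genes, which is closer in kind to the overlap test than to camera. The difference thus goes with the kind of test. Over all alternatives, the adjusted p ranged from 0.000485 to 0.499 and from 8.65e-05 to 0.308.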

Other observations

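The tests of the stefin A genes, of the number of genes lower, of the *Arg1* libraries, of the level of *Ggt5* by its fold change and of the split by replicate number were chosen only after the results were seen. Of the 5 largest rises with the pseudocount of 0.1 FPKM, 4 were those of stefin A genes on chromosome 16, with *Steap4* the exception, and all 9 family members tested were called higher. Their summed FPKM was 1317 and 1175 in Control and 6456 and 5948 with G-CSF, or 0.196% and 0.183% against 1.00% and 0.922% of all FPKM. Reads shared between copies would only move among the family (0.0 to 20.4% of windows are shared), yet the lowest G-CSF sum was 4.52 times the highest Control sum. The family had at least 4519 estimated reads in each Control library. More neutrophils in the mix would raise mature neutrophil genes, which without *Stfa2l1* had a median log2 fold change of -0.36. A candidate explanation is a change of expression within the cells, found and tested on the same libraries; a larger share of precursor cells that express these genes was not tested.

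More genes were lower (108) than higher (61) at the thresholds of the paper, whereas at any fold change 1357 were lower and 1498 higher. Across genes, which are not independent replicates, the log2 fold change had a Spearman rho of -0.068 with transcript length and -0.118 with GC content. The median log2 fold change of all genes tested was 0.002, which alone cannot exclude a shift caused by a few genes taking many of the reads. At the same thresholds, 117 genes were lower and 57 higher with upper-quartile scaling, and 113 and 58 with median-ratio scaling. These scalings thus left the excess of lower genes in place. The mean estimated depth with G-CSF was 1.017 times that of Control. After correction of the fold changes for their trend with GC content and length, at the same adjusted p-values, 102 were lower and 67 higher. The excess of lower genes thus went from 47 to 35, but the correction was small (SD 0.04 on the log2 scale) and moved genes near the threshold, so how much GC content and length contribute was not settled. No biological explanation was tested.

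*Arg1* differed 3.4-fold between the G-CSF libraries. The difference was 9.1 Poisson standard errors of the estimated reads, a measure that covers the error of counting reads alone, and 1 of the 2895 genes within 2-fold of its mean differed more. A difference between the cultures and noise from library preparation or amplification were not told apart, and no biological explanation was tested.

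*Ggt5*, the neighbour of *Ggt1*, stood above it in Control (3.06 and 2.93 times its FPKM) and below it with G-CSF (0.67 and 0.67 times). If reads of *Ggt1* had been counted on *Ggt5*, *Ggt5* would have risen too, but its log2 fold change was -0.20. The transcripts of *Ggt1* and *Ggt5* share 0 windows of 75 bases, so reads shared between near-identical copies do not account for its level. No biological explanation was tested.

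The samples' labels name liver tissue in the protocol, while the paper names cells. The highest FPKM of any of 20 liver genes in any library was 1.416, so no sign of liver tissue was seen. Of 7 genes of the Y chromosome, 0 passed the filter on low values; the paper used female mice.

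Splitting the libraries by replicate number, in place of G-CSF, called 0 genes, with 151 at an unadjusted p under 0.05, against 4652 for G-CSF and Control. The remaining split of the 3 gave 0 calls and 43 at an unadjusted p under 0.05. With 3 splits, no share under 0.05 is possible. In both of these splits the effect of G-CSF falls within the groups and adds to their spread, so few calls would be found in any case, and the counts say nothing about a difference between replicate numbers, which the second principal component (23.1% of the variance) shows.

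*Grm2* and *Grm3*, the glutamate receptor genes named in the Discussion of the paper, were listed at 0 in every library. Genes of cholesterol synthesis and uptake (24 genes, 19 higher, median log2 fold change 0.12) had an adjusted p of 0.0512, 0.00323 with the block, and 0.00323 to 1 over the alternatives, 3 of 13 of which passed. Monocyte markers (20 genes, median log2 fold change -0.06, adjusted p = 0.143, 0.0607 to 1 over the alternatives), STAT3 target genes (23 genes, -0.14, adjusted p = 0.32, 0.0013 to 0.736) and lymphocyte genes (8 genes, -0.57, adjusted p = 0.101, 0.0914 to 1, lower in 12 of 13 alternatives) did not pass an adjusted p of 0.05, apart from the STAT3 list in the overlap test, where it passed as lower (adjusted p = 0.0013).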
